A study of Mesostigma viride with 2 samples. Its data were reported in "Mesostigma viride Genome and Transcriptome Provide Insights into the Origin and Evolution of Streptophyta" (2019).

How the data were processed

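Cells of M. viride strain NIES-296 were grown in medium C, and genomic DNA was used for 2 bisulfite libraries, with DNA of phage lambda as the control for conversion. Per the study's methods, the authors removed adapters and poor bases with cutadapt 1.9.1, and aligned the reads with Bismark 0.18.2 and Bowtie2 to their own assembly of the strain. Cytosines were extracted with Bismark's methylation extractor, and a binomial test against the background at an FDR of 0.05 selected the methylated ones. Sites needed at least 10 reads and support from both replicates. Removal of duplicate reads and the background rate were not given in the sources used here. A duplicate read counts as an independent read if it was kept, and alignment to an assembly with collapsed repeats raises the coverage of those positions.

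The deposited list gave, for each called cytosine, its scaffold, position, strand and motif, the coverage as a count of reads, the count of methylated reads, and their fraction as the authors rounded it. The motif was given in 2 places, with 0 disagreements. The fraction differed from the ratio of both counts by over 0.005 at 0 sites, and levels were recomputed from the counts. Whether the coverage belonged to 1 library or to both together was not stated. A lowest coverage of 10 reads does not match a sum of 2 libraries with at least 10 reads each. Replicates could therefore not be compared or left out in turn, and no SD or n between libraries was given. The coverages of all calls summed to 56559364, where a read counts again at each called site it covers. Positions are those of the authors' assembly, counted from 1. No genome sequence, gene annotation or scaffold lengths were used here, so the last called position stood in for the length of a scaffold, and gene features and trinucleotide shares were not analysed.

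Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots matplotlib 3.10.9. The mean level weighted each site equally. Shares were given with 95% Wilson intervals, which cover counting error only. They treat reads and sites as independent, although a read can cover several sites and both partners of a pair are counted, so they are likely too narrow. Palindromic partners were sites on the other strand at 1 base (CG) or 2 bases (CHG) further on, and their share was compared with 100 shifts of a strand by 10 to 1000 bp. Strands of a pair were compared by Fisher's exact test with Benjamini-Hochberg adjustment at an FDR of 0.05. Sites were counted in complete windows of 100 kb on scaffolds of at least 1 Mb, and the index of dispersion was compared with 100 even random draws. Spearman correlations between motifs were compared with 1000 circular shifts, with Benjamini-Hochberg adjustment over 3 pairs. Distances to the nearest site were compared with 100 random placements. A scaffold stood apart beyond 3 median absolute deviations of the median density. The partner share, the index of dispersion, the circular shifts, the distance to the nearest site, the classes of CHG sites and the test of strand differences were tested on simulated data. For the test of strand differences, 200 pairs each with planted level differences of 0.2, 0.4 and 0.6 among 637236 pairs were recovered at 0%, 0.5% and 2.5%, with 0 false calls.

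With no genes named, the rule for naming regions took the 10 windows of 100 kb with most CG sites, the 5 with most CHG sites, the 5 with most CHH sites, the 5 with fewest sites, the 5 longest stretches without a call, and the 5 scaffolds with the highest and the 5 with the lowest density, all on scaffolds of at least 1 Mb. This rule, the tests of the main comparisons and most alternatives were fixed before the data were examined. These alternatives were a coverage of at least 20 reads, no sites above the 99th percentile of coverage, scaffolds of at least 1 Mb or 100 kb, levels of at least 20%, levels weighted by reads or as medians, windows of 10 and 500 kb, another correlation and an FDR of 0.01. Leaving out each replicate, a stricter calling threshold, agreement between replicates and the size of promoters were planned and not run, since the list has no values per library, no p-values and no genes. The split of CHG sites by neighbouring calls, the tests of explanations in the closing observations, the thinnings of Scaffold88, and the alternatives without Scaffold88, without 4 scaffolds of low level, with at least 3 methylated reads and with adjustment for coverage, and both coverage limits for the named windows and scaffolds, were chosen after seeing the data.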

Results

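Mesostigma viride is a unicellular freshwater streptophyte alga, and the libraries were made from genomic DNA of strain NIES-296. The data collected were whole-genome bisulfite sequencing calls of 5-methylcytosine (5mC) from 2 replicate libraries that formed 1 group. Bisulfite turns unmethylated cytosines into uracil, so that the share of reads still showing a cytosine gives the methylation level of a position. The study sequenced these libraries to describe where 5mC lies in the genome and in which sequence motifs. The list of calls held 4221318 cytosines on 1758 scaffolds of the study's own assembly. Each cytosine had a single coverage and a single count of methylated reads with no library named, so no value below has a replicate error. Coverage ran from 10 to 1425 reads, with a median of 12 and a mean of 13.4, and 24.0% of the calls lay at exactly 10 reads. Only cytosines called as methylated were listed, with at least 2 methylated reads each, and levels are therefore levels among called sites, not among all cytosines of the genome.

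The first question was which motif holds most of the 5mC. CG sites made up most of the calls, with 3497440 sites or 82.9% (95% Wilson interval 82.8 to 82.9%). CHG sites, where H stands for A, C or T, followed with 631086 sites or 14.9% (14.92 to 14.98%). CHH sites were rare, at 92792 sites or 2.20% (2.18 to 2.21%). CG calls were found on 1743 scaffolds, CHG calls on 1584 and CHH calls on 1360. The intervals cover counting error only. The shares depended on depth: among sites with at least 20 reads, CG held 65.2% and CHG 32.2% of the calls. CHH held 0.525% with at least 3 methylated reads per site and 0.658% with a level of at least 20%.

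The motifs differed in level as well as in number. Called CG sites were almost fully methylated, with a mean level of 92.4% ± 11.8 (SD between sites) and a median of 94.1%, and 79.1% of them had a level of at least 90%. CHG levels covered the whole range, with a mean of 44.1% ± 28.1 and a median of 35.3%, and 35.1% of the CHG sites lay above 50%. CHH levels were low, with a mean of 18.5% ± 10.3 and a median of 16.7%, and 1593 sites (1.72%) lay above 50%. Over all reads at the called sites the levels were 92.0% (95% Wilson interval 91.98 to 91.99%) for CG, 40.2% (40.16 to 40.22%) for CHG and 14.8% (14.73 to 14.83%) for CHH. These intervals treat the reads of neighbouring sites as independent, which they are not. Sites resting on exactly 2 methylated reads made up 0.553% of the CG calls, 23.2% of the CHG calls and 77.5% of the CHH calls. No p-value was computed across sites, which are not replicates.

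**Figure D1:**
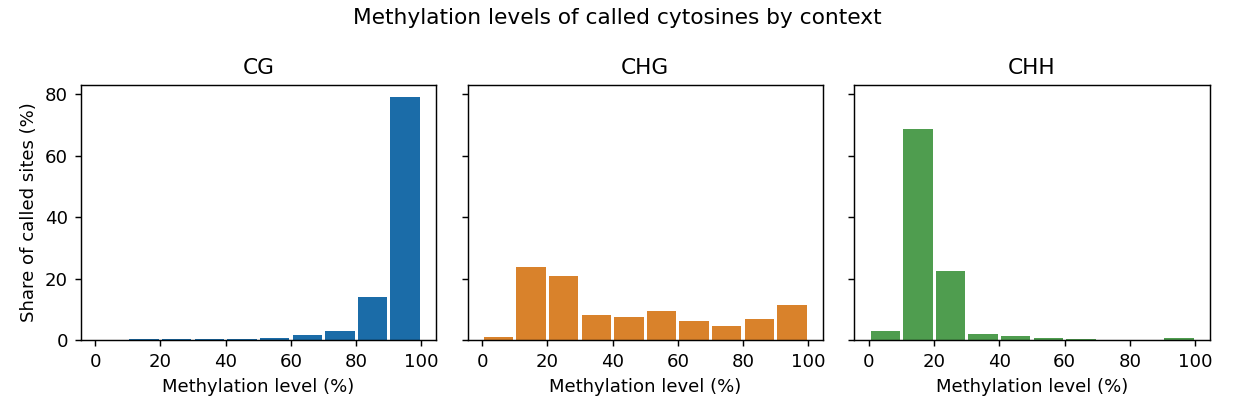
Share of called sites (vertical axis, %) in each range of 10 percentage points of methylation level (horizontal axis, %) for CG, CHG and CHH sites. In CG, 79.1% of the sites fell in the highest range, CHG sites were spread over all ranges, and 68.8% of the CHH sites had a level from 10 to 20%.

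Depth and level were linked in the list. The mean CHG level was 49.3% ± 28.3 (SD between sites) at 10 to 12 reads and 21.6% ± 15.4 at 51 to 100 reads. The CG level changed less, from 92.8% ± 11.1 to 84.6% ± 17.5 over the same ranges. For CHH the level was 21.7% ± 11.2 at 10 to 12 reads, 14.3% ± 7.60 at 16 to 17 reads and 21.9% ± 11.2 at 18 to 20 reads. The fewest methylated reads of any call were 2 at a coverage of 10 to 17, 3 at 18 to 54 and at least 4 from 55 on, so that the lowest level a site could have in the list also depended on its coverage.

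CG is a palindromic motif, and so are CAG and CTG among the CHG motifs. In land plants, methylation of CG and CHG motifs is kept on both strands by separate groups of methyltransferases. CCG is not palindromic, since its other strand reads CGG. The next question was how often both strands were called here. Of the called CG cytosines, 36.4% (95% Wilson interval 36.4 to 36.5%) had a called partner on the other strand, in 637236 pairs. For CHG the share was 30.2% (30.04 to 30.27%), in 95150 pairs. The CHG share counts CCG sites, at least 43286 of the 631086 CHG calls, which cannot have a CHG partner. It therefore understates the pairing of CAG and CTG sites and cannot be set directly against the share of CG. Among pairs, the levels of both strands rose and fell together in CHG (Pearson's r = 0.828, Spearman's rho = 0.814, across pairs, which are not independent replicates), and less so in CG (0.592 and 0.253), where 89.0% of the pairs had at least 80% methylation on both strands. With 1 strand shifted by 10 to 1000 bp the share with a partner was at most 1.56% for CG and 1.32% for CHG in 100 shifts (one-sided permutation p = 0.0099 for each, the smallest the shifts can give). A shifted position is mostly not a cytosine of the same motif, whereas a palindrome has one on the other strand by sequence. Calls made independently on both strands could thus also exceed the shifts. The shifts therefore cannot show that both strands are methylated together. The share rose with depth, from 31.3% at 10 reads to 71.3% at 51 to 100 reads for CG and from 25.5% to 52.8% for CHG, whereas it was 20.1% for CG when both partners needed at least 20 reads, so an uncalled partner is not evidence of an unmethylated strand.

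**Figure D2:**
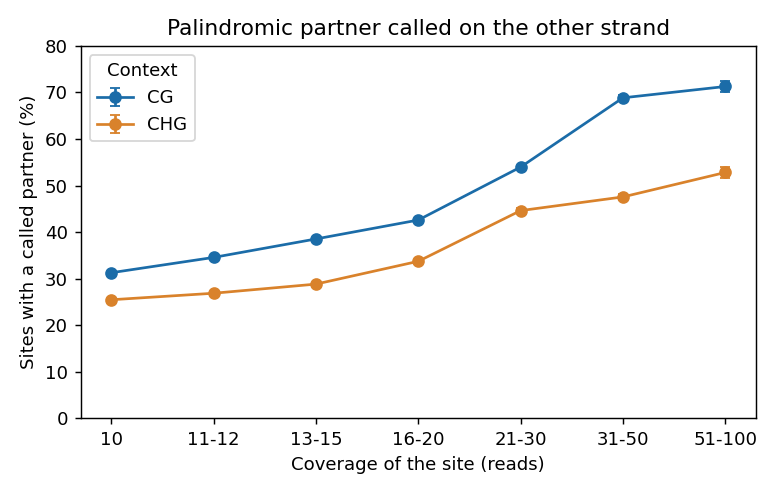
Share of called CG and CHG cytosines with a called palindromic partner (vertical axis, %) by coverage of the site (horizontal axis, reads), with 95% Wilson intervals. The share rose from 31.3 to 71.3% in CG and from 25.5 to 52.8% in CHG. CHG includes CCG sites, which cannot have a CHG partner.

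Few pairs differed in level between their strands. By Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment at 0.05, 3 of the 637236 CG pairs and 5 of the 95150 CHG pairs differed. The 3 CG pairs began at position 1208808 of Scaffold77 (88.9% on the plus strand and 17.5% on the minus strand), at position 1209607 of Scaffold77 (89.7% and 12.5%) and at position 860755 of Scaffold88 (18.4% and 93.3%). All 5 CHG pairs were higher on the minus strand, at position 622248 of Scaffold11, 796320 of Scaffold15, 296301 of Scaffold113, and 3385 and 3413 of Scaffold993. These 8 pairs are named after their values were seen. At an unadjusted p under 0.05 there were 3979 CG pairs, against 3475 in a simulation with equal levels on both strands. The test had little power at this depth: of 200 simulated CG pairs with a level difference of 0.6 it recovered 2.5%, and a strand with no methylated read is not in the list at all. No CG pair passed when sites above the 99th percentile of coverage (35 reads) were left out, where 3583 pairs had an unadjusted p under 0.05, and 9 of the 15318 pairs with at least 20 reads on both strands passed.

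CHG sites were split by the calls next to them, since no genome sequence was used here. A CHG cytosine followed directly by a called CG cytosine on its strand belongs to a CCG motif, and one with a called CHG partner belongs to CAG or CTG. CCG sites were methylated least, at 23.4% ± 12.2 (SD between sites, 43286 sites). CAG or CTG sites with a called partner had a mean level of 50.7% ± 27.3 (190300 sites). CHG sites with no CG call at the next base and a CG call 3 to 10 bases further on, which served as a control for the nearness of a CG call, had 45.0% ± 28.0 (133485 sites). The control can still hold CCG sites whose CG was not called, and sites of the CAG or CTG class were not removed from it. CCG lay below both other classes in each of the 93 scaffolds of at least 1 Mb that held all 3 classes, and the control exceeded CCG by 21.5 ± 2.55 percentage points on average (SD between scaffolds, range 14.6 to 28.3). No test was run, because scaffolds of 1 genome are not replicates, and the CAG or CTG class was selected for a call on both strands. Shares of all CHG and CHH trinucleotides were not analysed here.

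**Figure D3:**
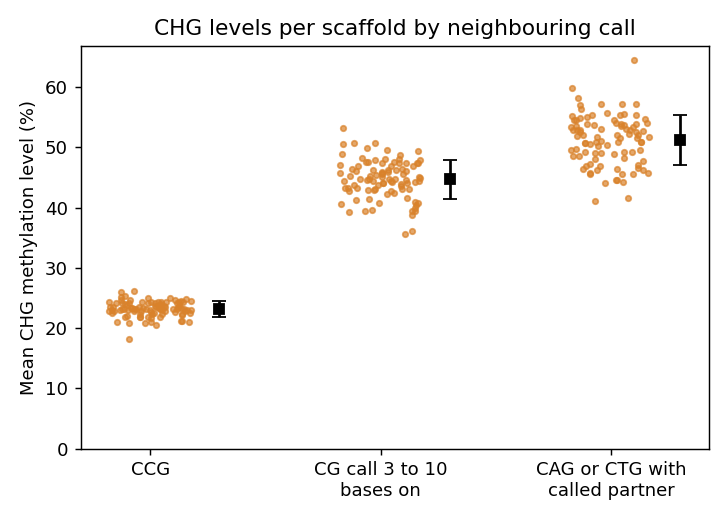
Mean CHG methylation level (vertical axis, %) in 3 classes of CHG sites, with a point for each of 93 scaffolds and squares with bars for their mean and SD. The means were 23.2% ± 1.28 (SD) for CCG, 44.8% ± 3.23 for the control with a CG call 3 to 10 bases on, and 51.2% ± 4.11 for CAG or CTG with a called partner. The control and the CAG or CTG class can overlap.

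The study also asked how widely 5mC is spread. Calls were found along nearly all of the 94 scaffolds whose last called position was at least 1 Mb, which held 79.1% of the sites. In 3040 windows of 100 kb the density was 8.99 ± 4.02 CG sites per kb (SD between windows), 1.55 ± 1.46 CHG sites and 0.234 ± 0.160 CHH sites, and 99.2% of the windows held a CG site. CHG sites were the most unevenly placed: the 10% densest windows held 30.4% of the CHG sites, 24.5% of the CHH sites and 18.01% of the CG sites. In 30871 windows of 10 kb these shares were 52.8%, 39.7% and 25.8%. The index of dispersion (variance over mean) was 180 for CG, 137 for CHG and 10.9 for CHH in the 100-kb windows, against at most 1.07 in 100 even random placements (one-sided permutation p = 0.0099 in each context, the smallest the draws can give). The index grows with the mean count per window, so its values do not rank the motifs by unevenness. Random placement ignores base composition, depth and gaps in the assembly.

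The window with most CG sites was 2000001 to 2100000 of Scaffold53, with 5197 CG, 1495 CHG and 63 CHH sites. Of the 10 windows with most CG sites, 7 lay on Scaffold88, led by 200001 to 300000 with 4024 CG sites and 300001 to 400000 with 3902. The other 2 were 800001 to 900000 of Scaffold21 with 3708 CG sites and 900001 to 1000000 of Scaffold36 with 3157. Scaffold88 also held 4 of the 5 windows with most CHG sites, and 100001 to 200000 came first with 2066. Among the 5 windows with most CHH sites were 300001 to 400000 of Scaffold88 with 260, 1800001 to 1900000 of Scaffold2 with 169, 3000001 to 3100000 of Scaffold21 with 160, 700001 to 800000 of Scaffold46 with 159 and 400001 to 500000 of Scaffold1 with 135. The last 4 of these windows had mean CHG levels of 71.1%, 74.7%, 70.6% and 56.1%. The 7 CG windows on Scaffold88 had mean coverages of 16.9 to 18.9 reads. The reads of Scaffold88 were thinned 20 times to the mean coverage of called sites on the median scaffold, which may have gone too far. In each thinning Scaffold88 held 0 of the 10 windows with most CG sites. It also held 0 of the 5 with most CHG sites and 0 of the 5 with most CHH sites. With at least 20 reads per site, 9 of the 10 CG windows, 3 of the 5 CHG windows and 0 of the 5 CHH windows were again among the densest.

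Some stretches held no call in any context. The longest were 273763 to 645526 of Scaffold6 (372 kb), 9055210 to 9352828 of Scaffold1 (298 kb), 2428122 to 2657562 of Scaffold5 (229 kb), 2481266 to 2698301 of Scaffold19 (217 kb) and 238451 to 450929 of Scaffold61 (212 kb). In all, 23 of the 100-kb windows were empty, and the first 5 in scaffold order were at 9100001 and 9200001 of Scaffold1, 1100001 of Scaffold4, 2500001 of Scaffold5 and 300001 of Scaffold6. A stretch without calls can be unmethylated, covered by fewer than 10 reads or a gap in the assembly, and the list does not separate these.

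CHH calls were more frequent in windows where calls of the other motifs were dense. Across the 3040 windows the Spearman correlation was 0.60 between CHG and CHH densities and 0.57 between CG and CHH densities, and 0.21 between CG and CHG. In 1000 circular shifts of the windows the highest absolute value was 0.067, 0.056 and 0.062 (two-sided permutation p = 0.001 for each pair, the smallest the shifts can give, and 0.001 after Benjamini-Hochberg adjustment over the 3 pairs). Windows are not independent replicates, and in a simulation 8 of 100 pairs of unrelated tracks had a p under 0.05. Counts of all 3 motifs also depend on how many cytosines of a window had enough reads to be called. A shift breaks this link, so the shifts cannot separate shared methylation from shared depth or gaps in the assembly. With ranks adjusted for mean coverage the values were 0.59, 0.59 and 0.25 in the same order. The mean coverage of called sites follows depth only weakly. Of the CHH calls, 77.5% rested on 2 methylated reads, which background error could also give. The value for CG and CHG moved most with the setting, to 0.58 with at least 20 reads per site and to 0.55 as Pearson's r of log2(sites + 1).

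At short range, sites of a motif lay close together. The median distance to the nearest site of the same motif was 4 bp for CG, 8 bp for CHG and 360 bp for CHH, against mean medians of 38, 195 and 1412 bp in 100 random placements of as many sites per scaffold. CHG sites lay a median of 12 bp from a CG site (39 bp at random) and CHH sites a median of 66 bp from a CHG site (224 bp at random). The reverse did not hold for the median of CG, whose sites lay a median of 471 bp from a CHG site, farther than the 232 bp of random placement. Each of these distances was outside all 100 draws (one-sided permutation p = 0.0099, the smallest the draws can give). CHG sites were clumped, with 85.1% within 50 bp of another, and 26.3% of CG sites lay within 50 bp of a CHG site. The longer median therefore does not show that CG sites lie away from CHG sites. Shares within 50 bp were not worked out for random placement. Palindromic partners and the base composition of the genome are part of these distances.

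Called sites per scaffold were compared among the 94 scaffolds of at least 1 Mb. The median was 10.5 sites per kb, and 6 scaffolds lay beyond 3 median absolute deviations. Scaffold88 was the densest, with 42.2 sites per kb (28.4 CG and 12.95 CHG sites per kb) and a CG level of 91.2%. It was followed by Scaffold52 with 15.5, Scaffold53 with 14.1, Scaffold34 with 12.6 and Scaffold92 with 12.4 sites per kb. Scaffold79 was the sparsest, with 1.29 sites per kb, before Scaffold68 with 6.98, Scaffold70 with 7.28, Scaffold87 with 8.03 and Scaffold38 with 8.53. On Scaffold79 the mean CG level was 3.51%, whereas the other 93 scaffolds had CG levels from 90.5 to 93.9%, and CHH made up 70.2% of its sites. Median coverage was 16 reads on Scaffold88 and 215 on Scaffold79, against 12 on the median scaffold. Thinned to the mean coverage of called sites on the median scaffold, Scaffold88 had 9.37 sites per kb, a match that may have thinned it too far. With at least 20 reads per site Scaffold88 had 13.4 sites per kb, and without sites above the 99th percentile of coverage Scaffold79 had 0.0124. The number of scaffolds that stood apart was 50 of 349 when scaffolds of at least 100 kb were used, and 15 of the 94 with at least 20 reads per site.

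**Figure D4:**
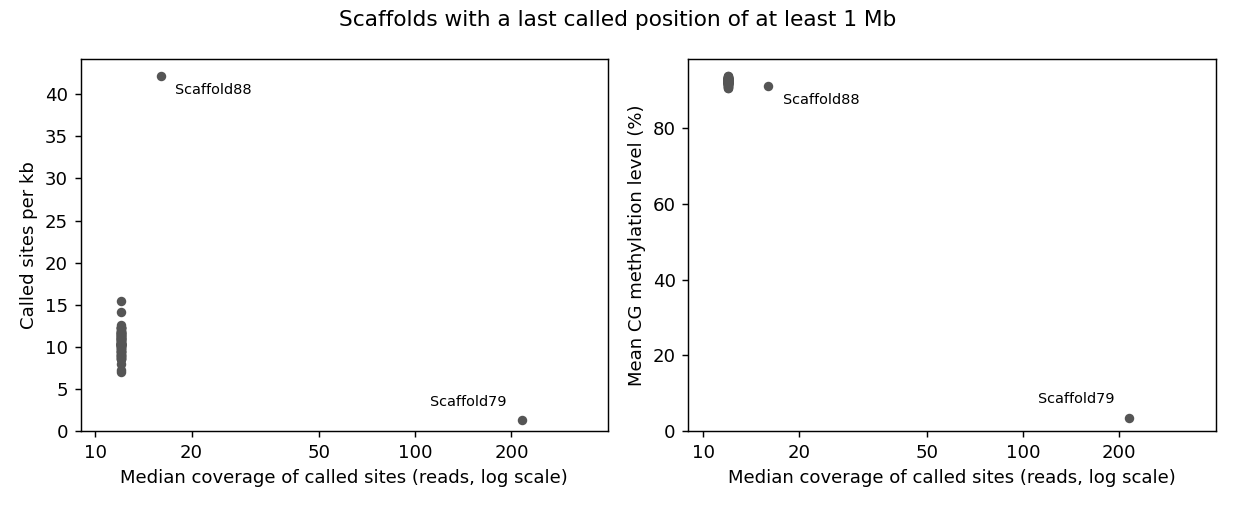
Called sites per kb (left, vertical axis) and mean CG methylation level in % (right, vertical axis) against the median coverage of called sites (horizontal axis, reads, log scale), with a point for each of 94 scaffolds of at least 1 Mb. Scaffold88 lies at 42.2 sites per kb and 16 reads, and Scaffold79 at 1.29 sites per kb, 215 reads and a CG level of 3.51%.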

Values the study reported

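The study reported a hybrid assembly of 2363 scaffolds that spans 442 Mb with a scaffold N50 of 2.6 Mb. Repeats were reported to take up 66.02% of the genome.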

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

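Among the alternatives, those with at least 3 methylated reads, without Scaffold88, without the 4 scaffolds of low CG level, with adjustment for coverage, with at least 20 reads for the scaffolds that stood apart, both coverage limits for the named windows and for Scaffold79 and Scaffold88, and all those of the CCG comparison were chosen after seeing the data. Apart from the named windows and scaffolds, 75 results under an alternative kept their direction and their side of the test or moved by less than the interval, and 48 moved. For the named windows and scaffolds 3 stayed the same and 7 moved. The intervals are narrow at this number of reads, so small shifts also count as moved, but several shares and levels of CHG and CHH moved by a large amount. Uneven distribution, co-location and clustering passed their tests under every alternative run, within the limits given with each. Strand symmetry also exceeded the shifts each time, a test that cannot separate it from the sequence of the motifs. The share of sites with a partner ran from 20.1 to 36.5% in CG and from 25.4 to 31.7% in CHG, and the correlations from 0.16 to 0.58 for CG and CHG, 0.47 to 0.64 for CG and CHH and 0.54 to 0.68 for CHG and CHH. The order CG, CHG, CHH held for share and level in every setting. The cause of the shifts below was not tested, except where the setting itself removes low levels (a minimum level or a minimum of methylated reads).

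With at least 20 reads per site, CG, CHG and CHH held 65.2%, 32.2% and 2.61% of the sites, with mean levels of 89.0%, 30.8% and 12.9%. Without sites above the 99th percentile of coverage the shares were 83.2%, 14.6% and 2.15%, and the levels 92.4%, 44.8% and 18.9%. On scaffolds of at least 1 Mb the shares were 83.3%, 14.5% and 2.18%, and the levels 92.5%, 44.0% and 18.2%. With a level of at least 20% the shares were 87.4%, 11.9% and 0.658%, and the levels 92.8%, 53.6% and 27.8%. With at least 3 methylated reads the shares were 87.3%, 12.2% and 0.525%, and the levels 92.8%, 52.4% and 26.8%. Without Scaffold88, CG held 83.0% and CHG 14.8%, with levels of 92.4% and 44.2%. Without the 4 scaffolds of low level the CHH share was 2.17% and its level 18.7%. Weighted by reads the levels were 92.0%, 40.2% and 14.8%, and as medians 94.1%, 35.3% and 16.7%.

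The CG pairs that differed between strands numbered 9 with at least 20 reads on both strands and 0 without sites above the 99th percentile of coverage. Scaffolds that stood apart numbered 50 at a length of at least 100 kb and 15 with at least 20 reads per site. Scaffold88 had 13.4 and 40.7 sites per kb, and Scaffold79 1.28 and 0.0124, with at least 20 reads and without sites above the 99th percentile of coverage. The control exceeded CCG by 14.6 percentage points with at least 20 reads and by 22.6 with at least 3 methylated reads. No paired analysis was possible because the labels give a single group and the list has no values per library. Leaving out each replicate, a stricter calling threshold and gene features were not run. Depth limits the list, since 24.0% of the calls lay at the minimum of 10 reads.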

Other observations

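On average, CHG levels were higher in 10-kb windows with more CHG calls. In windows of 10 kb on scaffolds of at least 1 Mb, the mean CHG level was 22.6% ± 13.6 (SD between windows) in the 12052 windows with 1 to 9 CHG calls, 38.5% ± 16.2 in the 6332 with 10 to 29, 46.7% ± 14.6 in the 4436 with 30 to 99 and 49.0% ± 14.8 in the 678 with 100 to 600. This did not hold for the 100-kb windows with most CHG calls, since 4 of the 5 had CHG levels of 32.4 to 34.6% and the other 60.5%. Nor did it hold for Scaffold88, the densest in CHG calls among scaffolds of at least 1 Mb. Its CHG level was 38.5% against 44.1% over all CHG sites. The 4 windows had mean coverages of 15.04 to 20.47 reads, and the other 16.93. Scaffold88 had a median coverage of 16 reads, against 12 on the median scaffold. Mean CHG levels were 42.6% at 13 to 15 reads, 37.7% at 16 to 17 and 42.6% at 18 to 20. The exceptions thus also differ in depth, and whether depth accounts for them was not tested. A cytosine of low level is less often called, so the count of calls itself depends on level. Among scaffolds of at least 50 kb with at least 100 CHG calls, the highest CHG levels were 81.1% on Scaffold354, 78.6% on Scaffold310, 74.4% on Scaffold468, 72.1% on Scaffold584 and 71.8% on Scaffold466, with CG levels from 92.4 to 94.7%. On Scaffold310, CHG made up 44.0% and CHH 13.2% of the sites.

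The 1593 CHH sites with a level above 50% lay close together. Their mean level was 79.2%, the median distance to the next such site was 4 bp, and 61.1% lay within 100 bp of another. They were spread over 231 scaffolds, and 10 scaffolds held 45.2% of them. Scaffold122 held 91, Scaffold601 held 90 within 34.5 kb, and on Scaffold873 all 62 CHH sites were of this kind among 79 sites of any motif. These sets were chosen after seeing the data, and no explanation was tested.

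Slightly more calls lay on the plus than on the minus strand. This held on 73 of 93 scaffolds of at least 1 Mb (all but Scaffold79) for CG, on 69 for CHG and on 56 for CHH, and no test was run, since scaffolds of 1 genome are not replicates. The plus strand held 50.5% of the CG calls, 51.2% of the CHG calls and 50.4% of the CHH calls, and its called sites also had a higher mean coverage (12.97 against 12.92 reads in CG, 15.46 against 15.21 in CHG and 17.42 against 17.26 in CHH). Sites of the same strand were more often spaced by a multiple of 3 bases from 6 to 98 bases than by other distances, 1.06 times as often in CG and 1.12 times in CHG, where 26 and 29 of the 31 multiples exceeded both neighbouring distances. In CHH the ratio was 1.19, but only 16 of the 31 multiples exceeded both neighbours, at about 484 pairs per multiple, and none of these ratios was tested.

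The tests of the 4 scaffolds of low level and of the CHH calls below were chosen after their results were seen, and those of Scaffold88 before, that of its CHG calls once its thinned total was known, and those with 41% or 43% of the reads kept and at the coverage of Scaffold32 after both. No biological explanation was tested for any of these patterns, since the labels give a single group.

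Scaffold79, Scaffold357, Scaffold707 and Scaffold852 had median coverages of 215, 274.5, 907.5 and 196 reads and were chosen for a mean CG level under 10%, a median coverage of at least 100 reads and a length of at least 20 kb, so that their CG level of 3.45% is no test, although the limits on coverage and length alone give the same 4 scaffolds. Methylated nuclear repeats collapsed onto these scaffolds are argued against by the motifs called, since CHH made up 69.8% of the 2043 calls there (95% Wilson interval 67.8 to 71.8%) and 4.59% of the 2508 calls with at least 100 reads elsewhere. The same value is consistent with incomplete conversion or sequencing error on unmethylated DNA, which remains a candidate explanation. High-copy DNA without 5mC, such as that of an organelle or of another organism, may be the source, and without the sequences this was not tested. Scaffold79 held 1868 of the 2043 calls and reached position 1449883, a length that an organelle would have to match. The study's methods state that scaffolds with long matches to bacterial or viral sequences were filtered out. Only a source without such a match would have remained.

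Scaffold88 had 42.2 calls per kb at a mean coverage of 18.1 reads. When 42% of its reads were kept, the mean coverage of its called sites matched the 12.98 reads of the median scaffold. Its density fell to 9.37 ± 0.0536 calls per kb (SD of 20 thinnings). This lay below the 15.5 of the densest other scaffold of at least 1 Mb, so greater depth could account for the density. Called sites have at least 10 reads, so their mean coverage follows depth only weakly. With 41% and 43% of the reads kept it was 12.93 and 13.06, at 8.80 and 9.96 calls per kb. The thinned CG density of 5.86 per kb lay below the 5.91 of Scaffold68, the lowest of these scaffolds after Scaffold79. The thinning may thus have gone too far. Its CHG calls fell from 12.95 to 3.42 ± 0.0339 per kb, above the 3.37 of Scaffold32 by more than 1 SD. Scaffold32 was the densest other scaffold of at least 1 Mb in CHG. With 41% of the reads kept they fell to 3.24, below that value, and with 43% to 3.60. Thinned to the 13.96 reads of Scaffold32, Scaffold88 had 5.87 ± 0.0367. Against the other scaffolds of at least 1 Mb, this match alone would argue against depth as the whole cause of its CHG density. At the match to the median scaffold the result changed side with the share of reads kept. Scaffold32 had a median coverage of 12 reads, like the median scaffold, so a match by mean coverage may leave Scaffold88 deeper. Depth as the whole cause was thus not decided. The SDs cover the thinning only, and the match to Scaffold32 also uses called sites. The total density of Scaffold88 was not worked out at that match, so both readings rest on unlike matches. The shorter Scaffold584 had 7.01 CHG calls per kb at a median coverage of 12 reads. Leaving out sites above the 99th percentile of coverage left 40.7 calls per kb, which met the bound set beforehand against repeats collapsed in the assembly, but the filter took only 3.63% of its calls, and the bound was judged too weak to exclude them once this was seen. A higher copy number of this scaffold in the cells and a collapse in the assembly may both raise its depth and cannot be told apart here.

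CHH calls with exactly 2 methylated reads made up 77.5% of the CHH calls. Relative to CG calls they became 3.19 times as frequent from a coverage of 10 to 17, while CHG calls with a level above 50% became 1.16 times as frequent, a ratio of 2.74 ± 0.0583 (counting error). A fixed chance per read far below 1% would give 3.02 and one of 5% would give 2.11, so that many of these calls may come from a chance of a few percent or less per read, which conversion failure, sequencing error or low methylation could each give. The ratio is rough, since the limit of 50% is stricter at even than at odd coverages. CHG calls above it numbered 5.93, 6.41, 6.05 and 6.47 per 100 CG calls at coverages of 10, 11, 12 and 13. The counting error does not cover this, so the ratio does not fix the chance per read. The position of the CHH calls with 2 methylated reads did not decide between these sources. Of them, 24.1% lay within 50 bp of a CHG call with a level above 50%, against 9.56% of CG calls. The shares were 52.1% for CHH calls with 3 to 5 methylated reads and 26.4% for those with 6 or more. The 4 scaffolds of low level were not left out of these classes. Scaffold79 alone held 1312 CHH calls, at a median coverage of 215 reads over its sites and a mean CHH level of 3.34%. The lower share in the last class may therefore reflect a mixture. Covered CHH cytosines that were not called, which would give the baseline, were not analysed here.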
